A study of Homo sapiens with 2 samples. Its data were reported in "TCF7L1 regulates colorectal cancer cell migration by repressing GAS1 expression" (2024).

How the data were processed

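ChIP-seq regions were analysed for 2 samples of HCT116 cells, TCF7L1 and TCF7L1-MUT, 1 sample per group. Samples were assigned to groups by the genotype in their labels. The authors trimmed reads with skewer (v0.1.126), mapped them to the human genome GRCh38/hg38 with BWA (v0.7.12) and called peaks for each sample on its own with MACS2 (v2.1.0). Whether an input library was used, the q-value threshold, and the treatment of duplicate reads and of reads that map to several places were not stated. These choices can change which regions are listed, mainly in repeated sequence.

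The deposited peak lists give, for each summit, a fold enrichment, which is the ratio of the reads stacked at the summit to the local background with a pseudocount of 1 added to both. They also give the −log10 of the p-value and of the q-value as the authors' peak caller wrote them. The deposited score is the −log10 q-value multiplied by 10 and cut to a whole number, and it was not used. The deposited summit lists repeat the summit positions and −log10 q-values. A region with several summits is listed once per summit, which was the case for 95 TCF7L1 and 16 TCF7L1-MUT regions, and each region was represented by the summit with the highest −log10 q-value. Fold enrichments are the authors' values and were used only to describe, rank or filter regions within a list. The lowest deposited −log10 q-value was 1.31 in the TCF7L1 list and 1.37 in the TCF7L1-MUT list.

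Coordinates are given 1-based in GRCh38/hg38. All regions on sequences present in the reference ended within them. A total of 32 TCF7L1 and 12 TCF7L1-MUT regions lay on patch or alternate sequences outside the reference used, and these stayed in the counts but not in sequence windows. Genes and TSSs of all transcripts were taken from GENCODE release 44, which names genes on chromosomes 1 to 22, X, Y and the mitochondrial sequence. A negative distance means upstream of the TSS. Promoters were defined as within 2.5 kb of a protein-coding TSS, measured from the summit.

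Regions were called shared when they overlapped by at least 1 bp. The overlap was set beside 1000 random placements of the 134 TCF7L1-MUT regions of the chromosomes, either on the same chromosome outside unknown bases or at starts of protein-coding genes. Sequence patterns were searched on both strands in windows of 201 bp centred on the summit, and each window was shuffled 100 times with its dinucleotide counts kept. Other backgrounds were windows 1 kb to either side, and 10 windows per region drawn from 189412 random windows over 2 kb from any summit, matched on GC content in bins of 2% and on lying within 2.5 kb of a protein-coding TSS. The ratio interval is the Wilson 95% interval of the observed share divided by the background share. Intervals for medians are binomial 95% intervals, and those for the ratio of background medians between shared and other regions come from 2000 resamples of the regions. No p-value was computed, because regions of 1 library are not replicates.

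The whole number of reads at a summit and the local background were solved from the fold enrichment and the p-value of a Poisson model. With a pseudocount of 1 the remaining difference was under 0.001 in −log10 p for 100% of TCF7L1 regions and 99.5% of TCF7L1-MUT regions. The values are on the scale of each library and are not adjusted for depth.

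Copies of each window's 31-base words were counted over 194 assembled sequences without alternates. A region was called multi-copy when at least 50% of its window's words occurred more than once, and single-copy otherwise; 3573 random windows were treated alike. For the test of LINE-1 elements, a 17-residue peptide of the LINE-1 ORF1 protein was written down from general knowledge and searched with up to 3 mismatches in all reading frames within 6 kb of the summit. No repeat annotation was used.

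Named regions followed a rule fixed before the data were examined. They are the genes the study names (GAS1, FZD8, LAMA3, TNC, LGR5, DKK4, MYC and EPHB3) and TCF7L1 itself, the 5 strongest regions by fold enrichment in each list, among shared regions and among TCF7L1 promoter regions without a partner, and human sequences that the plasmids can carry. AXIN2 and SP5 were added after the data were seen, from a list of 8 Wnt target genes; the other members of that list had no region within 2.5 kb of a TSS.

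Alternatives fixed before the data were examined were a q-value of at most 0.001, a fold enrichment of at least 5, chromosomes 1 to 22, X and Y alone, other overlap rules, promoter distances of 1 kb and 5 kb, the 5′ end of each gene, distances from the region's edge, windows of 50 bp and 250 bp, other TCF patterns and other backgrounds. Single-copy regions, and regions without AGGTAAACAAAG, were added after the data were seen. So were the density of CTTTGWW, TGASTCA and TRTTTAC around summits and the bin width of 50 bp in its plot, which replaced a narrower one. The TCF7L1-MUT line was left out of that plot because few matches fell in each bin.

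The functions were tested on simulated data. The number of reads was recovered for 100% of 499 simulated summits, overlaps and nearest TSSs equalled an exhaustive search for 100% of items, and windows with CTTTGAT planted gave a share of 31.5% where 31.7% was made. With nothing planted the ratio to shuffled windows was 0.952. Scripts ran under Python (3.11.15) with NumPy (2.4.6), pandas (2.3.3), SciPy (1.17.1), numba (0.67.0), pysam (0.24.0), Biopython (1.88), Matplotlib (3.10.9) and samtools (1.23.1).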

Results

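Binding of TCF7L1 to chromatin was measured in HCT116 cells, an established human colon cancer line. The cells carried a short hairpin RNA (shRNA), a small RNA that lowers the transcript of the endogenous TCF7L1 gene, and a doxycycline-inducible pCW57.1 lentiviral plasmid that expressed a FLAG-tagged protein at 1 µg/ml doxycycline. The protein was either TCF7L1, a transcription factor of the TCF/LEF family, or TCF7L1-MUT, in which the DNA-binding domain is mutated. Chromatin bound by either protein was collected with an anti-FLAG antibody and sequenced (ChIP-seq), and the authors called enriched regions with MACS2, a program that compares the reads stacked over a position with a local background. Each group had 1 sample, so no value had a replicate check, and differences between the groups describe these 2 libraries. Wilson 95% intervals are given for shares and cover counting error only. The files hold called regions and not reads, so the total depth of each library was not analysed here.

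To compare how many regions each protein gave, distinct regions were counted. The TCF7L1 sample had 3663 regions with 3762 summits, and the TCF7L1-MUT sample had 204 regions with 224 summits, a ratio of 18.0 between the region counts. The regions covered 1648047 bp in the TCF7L1 sample and 98752 bp in the TCF7L1-MUT sample. Their median widths were 409 bp and 395.5 bp. On chromosomes 1 to 22, X and Y lay 3573 TCF7L1 regions (97.5%) and 134 TCF7L1-MUT regions (65.7%). The others were on the mitochondrial sequence (9 TCF7L1 and 6 TCF7L1-MUT regions), on unplaced or unlocalised scaffolds (49 and 52) and on patch or alternate sequences (32 and 12). The TCF7L1 count moved most with a fold enrichment of at least 5, to 1855. The TCF7L1-MUT count moved most when only regions of mostly single-copy sequence were kept, a setting chosen after the data were seen that left 2837 TCF7L1 and 22 TCF7L1-MUT regions.

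The strength of each region was described by the fold enrichment at its summit and by its −log10 q-value, both the authors' own values. The median fold enrichment was 5.02 in the TCF7L1 sample (quartiles 4.25 and 5.93) and 7.32 in the TCF7L1-MUT sample (quartiles 5.85 and 10.3). The median −log10 q-value was 5.50 for TCF7L1 and 15.9 for TCF7L1-MUT. The TCF7L1 median moved most with a q-value of at most 0.001, to 5.27. The TCF7L1-MUT median moved most in single-copy regions, where it was 4.90 against 4.86 for TCF7L1. The number of reads stacked at a summit and the local background, both solved from the fold enrichment and the p-value, had medians of 20 and 3.25 (interval 3.19 to 3.35) over the TCF7L1 regions. Over the 203 TCF7L1-MUT regions with a solution the medians were 34 reads and a background of 3.02 (interval 2.66 to 3.62). On chromosomes 1 to 22, X and Y alone, the alternative that moved the background most, the TCF7L1-MUT median was 2.66.

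The TCF7L1-MUT sample serves as the control for regions that do not need an intact DNA-binding domain, so the overlap of the 2 lists was counted. With an overlap of at least 1 bp, 132 TCF7L1 regions (3.60%, interval 3.05 to 4.26%) met a TCF7L1-MUT region, and 131 TCF7L1-MUT regions (64.2%, interval 57.4 to 70.5%) met a TCF7L1 region. That left 3531 TCF7L1 regions and 73 TCF7L1-MUT regions without a partner. On chromosomes, 83 of the 134 TCF7L1-MUT regions overlapped a TCF7L1 region. In 1000 random placements on the same chromosomes the mean was 0.145 regions and the highest count was 2. In 1000 placements at starts of protein-coding genes the mean was 2.14 and the highest count was 8. Restricting both lists to single-copy sequence moved the number of shared TCF7L1 regions most, to 16.

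Shared TCF7L1 regions had a median fold enrichment of 7.15, against 4.98 for TCF7L1 regions without a partner. All 10 TCF7L1 regions with the highest fold enrichment were shared, as were 35 of the top 50 and 44 of the top 100. The strongest lay on chromosome 3 at 93470237 to 93470938 (GRCh38/hg38), in intergenic sequence 415831 bp from the nearest protein-coding transcription start site (TSS), that of PROS1. Its fold enrichment was 22.1 in the TCF7L1 sample, and the matching TCF7L1-MUT region at 93470244 to 93470928 had a fold enrichment of 22.8. The next 4 were intergenic regions on chromosome 17, at 23016177 to 23016606, 26594667 to 26595138, 25919999 to 25920441 and 25074229 to 25074675, with fold enrichments of 19.7, 19.0, 18.6 and 18.2. Their 31-base words occurred a median of 1178, 24, 305 and 547 times in the assembly, whereas those of the chromosome 3 region had a median of 1 copy. The 5 strongest TCF7L1-MUT regions included the counterparts of the chromosome 3 region and of the chromosome 17 regions at 23016177, 26594667 and 25074229. The other one, the strongest in that list, was at 49630757 to 49631215 on chromosome 5, with a fold enrichment of 23.03 and a median of 2586 copies.

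Regions were then placed relative to annotated genes. Of the 3531 TCF7L1 regions without a TCF7L1-MUT partner, 47.9% (interval 46.2 to 49.5%) had a TSS of a protein-coding gene as their nearest TSS. A long non-coding RNA was nearest for 29.8%, a pseudogene for 12.9% and a gene of another class for 8.27%, and 1.13% lay on sequences without annotated genes. Of 71460 random positions on the same chromosomes as the TCF7L1 regions, 40.1% were nearest to a protein-coding TSS. Measuring to the 5′ end of each gene in place of every transcript moved the protein-coding share most, to 32.4%. In the TCF7L1-MUT sample, the background for this comparison, the share was 17.6% (interval 13.0 to 23.5%), with 31.4% of the regions on sequences without annotated genes. On chromosomes the TCF7L1-MUT share was 24.6% (interval 18.1 to 32.6%), against 40.3% of random positions.

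Summits within 2.5 kb of a protein-coding TSS made up 25.4% of all TCF7L1 regions (930 of 3663, interval 24.0 to 26.8%) and 7.35% of TCF7L1-MUT regions (15 of 204, interval 4.51 to 11.8%). On chromosomes the shares were 25.8% and 6.72%, against 9.02% of random positions for TCF7L1 and 10.5% of 26800 random positions for TCF7L1-MUT. The TCF7L1 interval lay above the random share, and the TCF7L1-MUT interval (3.57 to 12.3%) included it. The alternatives that moved these shares most were the 5′ end of the gene alone for TCF7L1 (16.5%) and single-copy sequence for TCF7L1-MUT (27.3% of 22 regions). Of the 6 TCF7L1-MUT regions behind that share, 5 were on the mitochondrial sequence, and on chromosomes 1 of 8 single-copy regions was at a promoter. Among TCF7L1 regions without a partner whose nearest TSS was protein-coding, 48.4% (818 of 1690, interval 46.0 to 50.8%) were within 2.5 kb of it. Away from promoters, 29.3% of all TCF7L1 regions were in introns of protein-coding genes and 42.0% were intergenic, while coding exons held 0.246% and untranslated regions (UTRs) 0.710%.

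**Figure D1:**
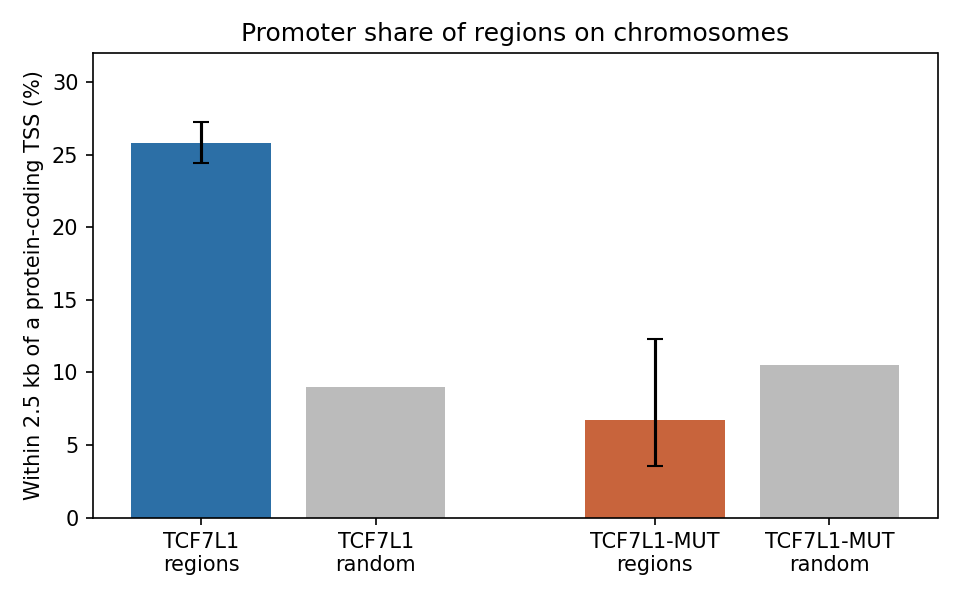
Share of regions on chromosomes 1 to 22, X and Y with the summit within 2.5 kb of a protein-coding TSS (y axis, percent), for each sample beside random positions on the same chromosomes (grey). Error bars are Wilson 95% intervals for counting error; TCF7L1 stands at 25.8% against 9.02% at random, and TCF7L1-MUT at 6.72% against 10.5%.

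To list the genes with TCF7L1 at their promoter, protein-coding genes with a TSS within 2.5 kb of the summit of a TCF7L1 region without a partner were counted. There were 963 such genes among 20046 annotated, of which 8 were mitochondrial and 955 were on chromosomes 1 to 22, X and Y. Keeping only regions with a fold enrichment of at least 5 moved this number most, to 379. The TCF7L1-MUT regions gave 19 genes, 10 of them mitochondrial. The 5 genes on both lists were all mitochondrial.

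GAS1, FZD8, LAMA3, TNC and LGR5, the genes the study singled out, were each on the list, with 1 TCF7L1 region within 2.5 kb and no TCF7L1-MUT region within 100 kb. The study drew them from genes with a TCF7L1 site within 2.5 kb in these same data, so their presence is no independent support. With 134 TCF7L1-MUT regions on chromosomes, the lack of one nearby says little about a single gene. The GAS1 region (chromosome 9, 86947436 to 86947760) had its summit 162 bp upstream of the TSS, a fold enrichment of 5.11 and a −log10 q-value of 6.44, and ranked 1704 by fold enrichment among the TCF7L1 regions. The FZD8 region (chromosome 10, 35643238 to 35643612) was 1117 bp upstream, with a fold enrichment of 3.85 and a −log10 q-value of 3.01. The LAMA3 region (chromosome 18, 23689122 to 23689436) was 221 bp upstream, with a fold enrichment of 3.45 and a −log10 q-value of 2.46. The TNC region (chromosome 9, 115118136 to 115119182) was 496 bp upstream and was the strongest of the 5, with a fold enrichment of 7.45 and a −log10 q-value of 18.3. The LGR5 region (chromosome 12, 71439011 to 71439612) was 507 bp upstream of the TSS, with a fold enrichment of 4.56 and a −log10 q-value of 6.77. All 5 were single-copy sequence. The nearest CTTTGWW match, the core sequence bound by TCF factors, read CTTTGTT at TNC and CTTTGAT at LAMA3 and LGR5, and the windows at GAS1 and FZD8 held no match within 100 bp of the summit.

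No region of either sample lay within 100 kb of a TSS of DKK4, MYC, EPHB3 or TCF7L1. The nearest TCF7L1 summit was 168958 bp from the TSS of DKK4, 423469 bp from that of MYC, 1206859 bp from that of EPHB3 and 226115 bp from that of TCF7L1. By quantitative PCR of anti-FLAG chromatin, the study found robust TCF7L1 binding at the DKK4 promoter and at a known site downstream of MYC. The lack of a called region at these genes therefore does not show that TCF7L1 was absent there. Regions on the exons of TCF7L1, at the PGK1 promoter or at U6 genes, whose sequences the plasmids can carry, numbered 0 in both lists.

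The 5 strongest promoter regions without a TCF7L1-MUT partner were at SEMA3A, TRDMT1, MSRB3, FBXW7 and CHD2, all of single-copy sequence. The SEMA3A region (chromosome 7, 84194850 to 84195403) had a fold enrichment of 10.9 and a summit in an intron, 58 bp downstream of the nearest TSS. The TRDMT1 region (chromosome 10, 17200985 to 17201505) had a fold enrichment of 9.89. The regions at MSRB3 (chromosome 12, 65306759 to 65307212), FBXW7 (chromosome 4, 152352593 to 152353135) and CHD2 (chromosome 15, 92903971 to 92904566) had fold enrichments of 9.74, 9.42 and 9.10. CTTTGWW was present within 100 bp of the summit at TRDMT1 and CHD2 and not at the other 3. Regions at AXIN2 and SP5 were looked up after the data were seen. AXIN2 had 2 regions, at 65560527 to 65561259 and 65561472 to 65561870 on chromosome 17, with fold enrichments of 3.64 and 3.19, and SP5 had 1, at 170715209 to 170715518 on chromosome 2, with a fold enrichment of 3.89.

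Whether the regions held the sequence that TCF factors bind was examined in windows of 100 bp to either side of each summit. CTTTGWW was present in 26.7% of 3631 TCF7L1 windows (interval 25.2 to 28.1%), against 12.5% in shuffled windows that kept each window's dinucleotide counts, a ratio of 2.13 (interval 2.01 to 2.24). In 192 TCF7L1-MUT windows the share was 11.98% (interval 8.12 to 17.3%) against 10.9% in shuffled windows, a ratio of 1.10 (interval 0.748 to 1.60). The interval of the TCF7L1-MUT ratio included 1. The TCF7L1 ratio moved furthest down with windows of 250 bp, to 1.498, and furthest up against GC-matched unbound windows, to 2.96. TCF7L1 windows at promoters had CTTTGWW in 23.5% (ratio 2.04) and those outside promoters in 27.7% (ratio 2.12). Shared TCF7L1 regions had it in 12.9% (ratio 1.25, interval 0.785 to 1.93).

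The most common words of 12 bases in the windows of TCF7L1 regions without a partner occurred in 222 windows, and one of them, AGGTAAACAAAG, holds a match to CTTTGWW and an overlapping match to TRTTTAC on its reverse strand. This word was present in 341 TCF7L1 regions and 1 TCF7L1-MUT region, and 98.2% of the 340 such regions on chromosomes without a partner were multi-copy sequence. Without the regions holding it the CTTTGWW ratio was 1.56, and in single-copy regions it was 1.57 (interval 1.46 to 1.69); both settings were chosen after the data were seen.

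**Figure D2:**
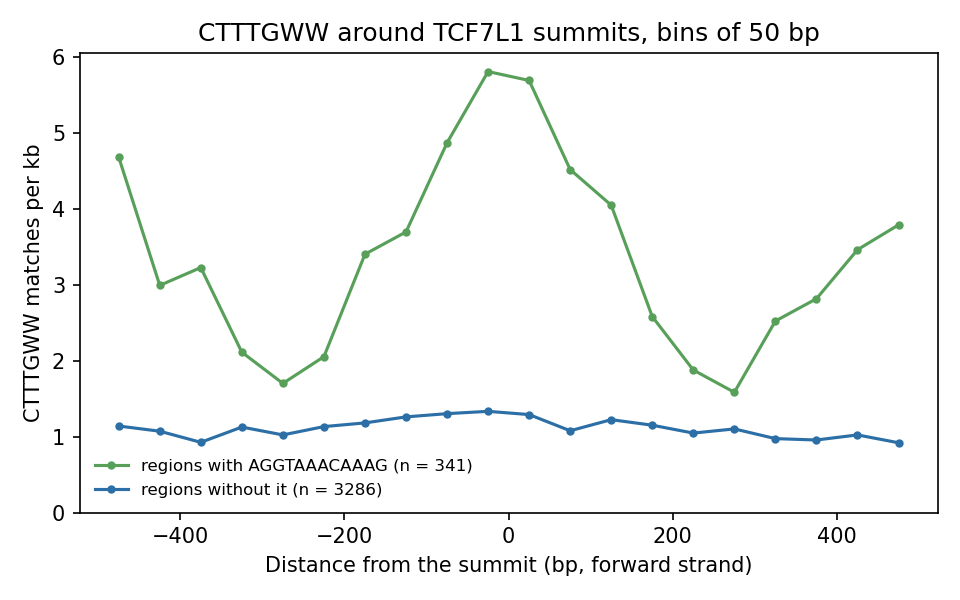
Matches to CTTTGWW per kb (y axis) by distance from the TCF7L1 summit in bp (x axis, bins of 50 bp), for the 341 regions that hold AGGTAAACAAAG (green) and the 3286 windows without it (blue). Regions with the word peak at 5.81 matches per kb beside the summit, and regions without it at 1.33.

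Other sequence patterns fixed before the data were examined were counted in the same windows. In the TCF7L1 sample the ratio to shuffled windows was 6.04 (interval 5.54 to 6.58) for TRTTTAC, a forkhead (FOX) pattern, 2.37 (interval 2.11 to 2.66) for the AP-1 pattern TGASTCA, 1.68 (interval 1.63 to 1.73) for the degenerate TCF pattern TTTKAW, 1.49 (interval 1.42 to 1.56) for the GATA pattern WGATAR and 1.37 (interval 1.26 to 1.49) for the SP/KLF pattern GGGCGG. The ETS pattern CCGGAAGT had a ratio of 0.892 (interval 0.498 to 1.60) from 11 windows, and the NRF1 pattern GCGCATGCGC occurred in 2 windows, too few to compare. With windows 1 kb to either side as the background, the ratio of TTTKAW fell below 1 (0.885), that of WGATAR was 0.998 and that of TRTTTAC was 1.86, while that of TGASTCA was 2.66. The NRF1 ratio moved most, from 5.71 to 0.799. The mean GC content was 52.5% in TCF7L1 windows and 42.7% in windows 1 kb away.

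In the TCF7L1-MUT sample the ratio to shuffled windows was 1.08 for TTTKAW, 0.797 for TRTTTAC, 0.776 for WGATAR, 0.478 for GGGCGG and 0.152 (interval 0.0268 to 0.844) for TGASTCA, which occurred in 1 of 192 windows. For TGASTCA the ratio was 0.149 (interval 0.0264 to 0.828) to GC-matched unbound windows. To windows 1 kb away it was 0.487 (interval 0.0860 to 2.70), an interval that includes 1. CCGGAAGT and GCGCATGCGC occurred in 0 windows, which allows a share of up to 1.96% (Wilson 95% limit).

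**Figure D3:**
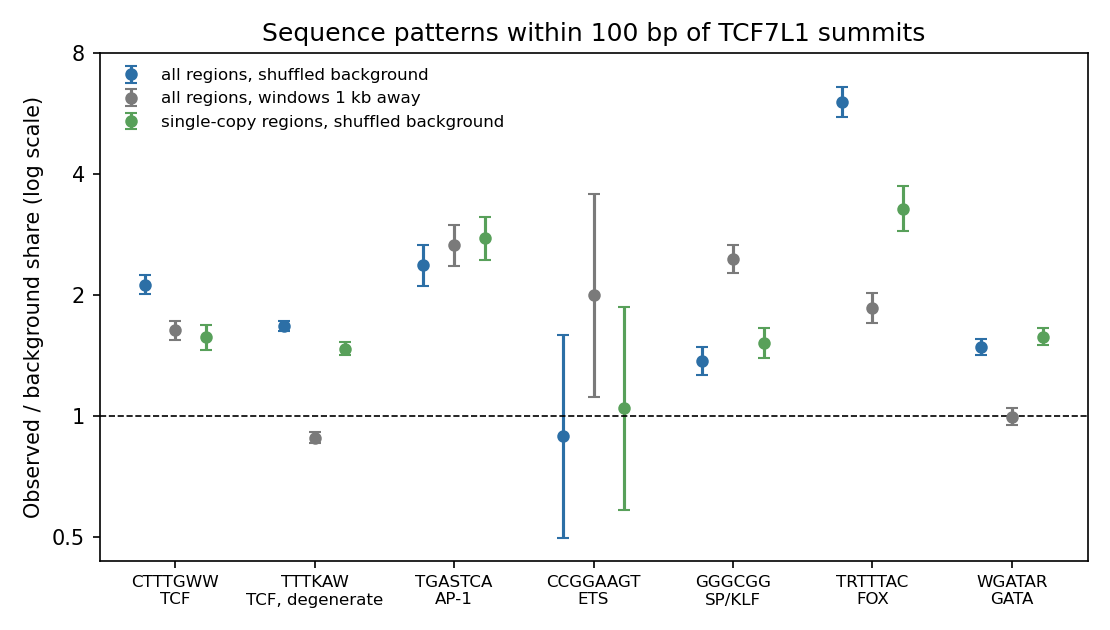
Share of TCF7L1 windows with each sequence pattern divided by its share in the background (y axis, log scale; dashed line at 1), for all regions against shuffled windows (blue), all regions against windows 1 kb away (grey) and single-copy regions against shuffled windows (green). Error bars are Wilson 95% intervals of the observed share divided by the background share; TRTTTAC falls from 6.04 to 3.28 in single-copy regions, and TTTKAW crosses 1 with the grey background.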

Values the study reported

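The study reported 3,661 regions bound by TCF7L1 and 203 bound by TCF7L1-MUT. It counted 3,531 regions as unique to TCF7L1. It placed 69% of the regions close to protein-coding genes in promoters, and it listed 883 protein-coding genes that had a site no more than 2.5 kb away from their start. Its annotation came from PeakAnnotator or ChIPseeker, by nearest gene and genomic region. The promoter shares and gene numbers above were measured from summits to all transcript starts, so the 2 sets of values are not measured alike.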

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

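Restriction to single-copy sequence and removal of regions with AGGTAAACAAAG were chosen after the results were seen, and the other alternatives before the data were examined. Of 105 values under alternatives for 28 results, 55 stayed within their interval or, for counts, within 1.5 times the reported number, 47 moved further and 3 crossed 1 from a ratio whose own interval excluded 1. The CTTTGWW ratio of each sample entered both as the TCF result and within the pattern set, so these totals include repeated values. Ratios whose interval included 1 had no direction to lose, so their crossings are counted only as moves, where they left the interval. No paired analysis was possible because each group had 1 sample, and no sample could be left out. A pseudocount of 0 in the fold enrichment gave no local background, since only 0.819% of TCF7L1 and 0.980% of TCF7L1-MUT regions could then be solved.

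With a fold enrichment of at least 5, 1855 TCF7L1 regions remained of 3663, the protein-coding share of nearest TSSs was 44.1%, promoter shares were 19.0% for TCF7L1 and 4.19% for TCF7L1-MUT, promoter genes numbered 379 in place of 963, and the CTTTGWW ratio of TCF7L1 was 2.40. With a q-value of at most 0.001 the median TCF7L1 fold enrichment was 5.27. These follow in part from the filters themselves, which remove weak regions. On chromosomes alone there were 134 TCF7L1-MUT regions in place of 204 and 84 shared regions in place of 132. The ratio of region counts was 15.6 with the stricter q-value, 11.1 with the stricter fold enrichment, 26.7 on chromosomes and 129 in single-copy sequence, so more regions in the TCF7L1 list held under each of these settings.

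With the 5′ end of the gene, the protein-coding share was 32.4% and the TCF7L1 promoter share 16.5%. That promoter share was 20.1% at 1 kb and 29.4% at 5 kb, as the distance sets. In single-copy sequence there were 22 TCF7L1-MUT regions and 16 shared regions, median fold enrichments were 4.86 for TCF7L1 and 4.90 for TCF7L1-MUT, the protein-coding share was 51.2%, and promoter shares were 30.2% and 27.3%. Of the 22 TCF7L1-MUT regions, 8 were on chromosomes, 9 on scaffolds and 5 on the mitochondrial sequence, where all 5 counted as promoter regions and the median fold enrichment was 1.51. On chromosomes alone 1 of the 8 was at a promoter (12.5%, interval 2.24 to 47.1%) and the median fold enrichment was 5.04, against 4.86 for TCF7L1. The gap between the medians was therefore smaller in single-copy sequence, and 8 regions were too few to compare promoter shares.

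The CTTTGWW ratio of TCF7L1 was 2.43 with windows of 50 bp, 1.498 with 250 bp, 1.68 for TTTKAW, 1.63 against windows 1 kb away, 2.96 against GC-matched windows, 1.57 in single-copy sequence and 1.56 without AGGTAAACAAAG, which itself holds a match. It stayed above 1 in all 11 alternatives. For TCF7L1-MUT it was 0.571 with CTTTGATS and 1.82 in single-copy sequence, where 3 of 22 windows had a match, too few to place it above or below 1.

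Among the other patterns of TCF7L1, windows 1 kb away reversed TTTKAW (0.885), WGATAR (0.998, with an interval that includes 1) and GCGCATGCGC (0.799, from 2 windows). They gave 2.00 for CCGGAAGT (interval 1.12 to 3.57, from 0.892 with an interval that included 1), 2.46 for GGGCGG and 1.86 for TRTTTAC, and for TCF7L1-MUT 1.06 for GGGCGG. The lower GC content of those windows (42.7% against 52.5%) bears on patterns rich in A and T or in G and C. Against GC-matched unbound windows TTTKAW was 1.69 and WGATAR 1.704, so these reversals were absent with GC content held equal. Against the same kind of windows CCGGAAGT was 1.17 (interval 0.654 to 2.09), GGGCGG 1.55 and TRTTTAC 4.34, and GGGCGG of TCF7L1-MUT was 0.462. Each was nearer its ratio to shuffled windows than its ratio to windows 1 kb away. GCGCATGCGC was above 1 there (interval 1.10 to 14.6), but from 2 windows, too few to compare. How much of these shifts came from GC content was not separated. In single-copy sequence the TCF7L1 ratios were 1.47 for TTTKAW, 2.77 for TGASTCA, 1.52 for GGGCGG, 3.28 for TRTTTAC and 1.58 for WGATAR. The TCF7L1-MUT ratios there were 1.29 for TTTKAW, 0 for TGASTCA, 0 for TRTTTAC and 0.140 for WGATAR, each from 22 windows. Without AGGTAAACAAAG the TRTTTAC ratio was 3.07. The NRF1 pattern gave no ratio in TCF7L1-MUT windows, where it occurred in 0 observed and 0 shuffled windows, and CCGGAAGT gave none there against windows 1 kb away, which held 0 matches.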

Other observations

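The tests of repeated 31-base words, of AGGTAAACAAAG in both libraries, of CTTTGWW in single-copy regions and across quartiles of fold enrichment, of pattern density around summits, of the local background of TCF7L1-MUT over TCF7L1 at overlapping pairs and at the strongest TCF7L1 regions, and of the steps in the background were chosen after the results were seen. The LINE-1 test was set once the word was known and before its outcome was seen, and the tests of plasmid sequences, of the background of shared over other regions within the TCF7L1 sample, and of base composition were fixed before the data were examined.

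Most TCF7L1-MUT regions were in repeated sequence, often near assembly gaps. Of 134 TCF7L1-MUT regions on chromosomes, 94.0% (interval 88.7 to 96.9%) consisted mostly of repeated 31-base words, against 16.1% of random positions and 19.3% of the TCF7L1 regions without a partner. The share was 91.7% for shared TCF7L1 regions and 96.1% for TCF7L1-MUT regions without a partner. Of the TCF7L1-MUT regions, 73.9% were within 1 Mb of a gap, against 7.92% of random positions. These values are consistent with reads from repeats piling up where the assembly holds too few copies, in which case the TCF7L1-MUT list may say little about where the mutant protein binds. A pile-up of plasmid DNA is argued against, since 0% of TCF7L1-MUT regions lay on TCF7L1 exons, the PGK1 promoter or U6 genes. Whether shared regions collect reads in any ChIP through a high local background stays open. The median background of shared regions on chromosomes was 0.708 times that at other regions in the TCF7L1 sample (interval 0.538 to 0.933). In the TCF7L1-MUT sample, a comparison added after the results were seen, it was 1.31 times (interval 0.797 to 2.26). Over all regions the ratios were 0.920 (interval 0.713 to 1.27) for TCF7L1 and 1.46 (interval 1.11 to 2.38) for TCF7L1-MUT. Which interval excludes 1 therefore depends on the regions kept. The genome-wide background was not analysed here. True binding of both proteins at satellite repeats stays open too and was not tested, as no input library was used here.

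The smaller number of TCF7L1-MUT regions was weighed against a shallower library. The test fixed before the data were examined, the lowest local background in each sample, was void, because the lowest of 3573 TCF7L1 regions tends to lie below that of 133 TCF7L1-MUT regions even at equal depth. Over 83 overlapping pairs on chromosomes the median ratio of the local background, TCF7L1-MUT to TCF7L1, was 1.33 (interval 1.201 to 1.54). These pairs exist only where a TCF7L1-MUT region was called, which favours places with many TCF7L1-MUT reads, and their median ratio of stacked reads was 1.38. The 10 chromosome regions with the highest TCF7L1 fold enrichment, chosen without the TCF7L1-MUT values, all had a partner, and over the 9 that could be solved in both samples the median background ratio was 1.33 (interval 1.01 to 1.85). Among the strongest 20, 50 and 100 regions, of which 17, 32 and 37 had a partner, it was 1.42, 1.23 and 1.32. Ranking by fold enrichment favours places with a low TCF7L1 background, which raises this ratio. Beyond the strongest 10, regions without a called TCF7L1-MUT partner also drop out. Both sets are thus selected towards a ratio above 1 and cannot decide whether the TCF7L1-MUT library was shallower. The study itself listed slightly more mapped read pairs for TCF7L1-MUT than for TCF7L1, which goes against a lower depth as the whole cause. Further limits of the ratios are that the local background includes a region's own reads and that most of these places were repeated sequence. Such sequence may have taken a different share of the reads in each sample. The medians over all chromosome regions, which lie at different places in each sample, were 2.66 for TCF7L1-MUT and 3.29 for TCF7L1. The loss of DNA binding that the design names stays among the open explanations for these region counts. So do differences in protein level or immunoprecipitation between these 2 samples, and none was tested here. The study itself showed by western blot that doxycycline induced both proteins. Its quantitative PCR of anti-FLAG chromatin found little TCF7L1-MUT at DKK4 and MYC sites where TCF7L1 was robustly bound. Those results go with a loss of DNA binding at the sites it examined.

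AGGTAAACAAAG marked a family of repeated sequence in the TCF7L1 list. It occurs 6853 times on chromosomes 1 to 22, X and Y and was in 341 TCF7L1 regions (9.31%, interval 8.41 to 10.3%). Of the 340 on chromosomes without a partner, 326 (95.9%, interval 93.2 to 97.5%) had the LINE-1 ORF1 peptide encoded within 6 kb, against 10 of 340 other TCF7L1 regions (2.94%, interval 1.61 to 5.33%), so these regions are likely parts of LINE-1 elements. In 292 of the 340 windows CTTTGWW was present and in 228 TRTTTAC, so that 1 repeat family adds to the counts of both patterns. Their median fold enrichment was 5.67, against 4.89 for other TCF7L1 regions. Repeats gathering reads in any library are argued against for this family, because 0.490% of TCF7L1-MUT regions (1 of 204, interval 0.0866 to 2.72%) held the word against 9.31% of TCF7L1 regions, although 315 of the 341 TCF7L1 regions had a −log10 p-value at or above 6.35, the lowest in the TCF7L1-MUT list. This test had first asked for 0 TCF7L1-MUT regions with the word, which would have left it undecided, and the comparison of shares replaced that rule after the 1 region had been seen. Binding of TCF7L1 to these elements is a hypothesis found and tested on the same data. How many copies were bound cannot be read from the number of regions, because the authors' treatment of reads that map to several places is not stated.

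The TCF pattern was weighed against base composition and against the repeats. Its share in TCF7L1 windows was 2.96 times that in GC-matched unbound windows, which argues against base composition as the whole cause. In single-copy regions the ratio was 2.18 (interval 2.02 to 2.33), but these matched windows were not restricted to single-copy sequence. The single-copy ratio was 1.57 (interval 1.46 to 1.69) to shuffled windows and 1.299 (interval 1.21 to 1.39) to windows 1 kb away. These values argue against multi-copy sequence as the whole cause. Repeats whose copies differ in sequence can pass as single-copy, so they were not excluded. AGGTAAACAAAG itself holds a match to CTTTGWW and to TRTTTAC, so leaving out its regions lowers the counts of both patterns by construction. Single-copy regions are chosen without regard to either pattern. In these, CTTTGWW was 1.31 times as dense within 100 bp of summits as at 300 to 500 bp (interval 1.19 to 1.44), TRTTTAC 1.02 times (interval 0.867 to 1.21) and the AP-1 pattern TGASTCA 2.67 times (interval 2.21 to 3.24).

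Over all TCF7L1 regions the CTTTGWW share rose with fold enrichment, from 20.9% in the lowest quartile to 31.5% in the highest. A larger share of calls without binding near the threshold could give such a rise. In single-copy regions, however, the ratio to GC-matched windows was 2.20 in the lowest quartile (interval 1.89 to 2.54) and 2.31 in the highest (interval 2.01 to 2.64). This argues against it for single-copy regions of low fold enrichment. Fold enrichment and q-value rank regions differently, so calls nearest the q-value threshold were not examined on their own. The lowest quartile of all TCF7L1 regions held 17 regions with AGGTAAACAAAG and the highest held 141, so the rise may come from the repeat family.

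The solved local backgrounds came in steps. For 100% of TCF7L1 regions the background was a whole multiple of the length of the smallest region (310 bp) over 10 kb, within 0.02 of a step or the rounding of the deposited values. The TCF7L1-MUT values were whole multiples of its smallest region length, 299 bp, over 10 kb in the same way. For 100 other step sizes the median share in the TCF7L1 sample was 3.92% and the highest 25.6%. This suggests that the library itself, not a separate input, served as the peak caller's background, in which case repeats and amplified sequence would not have been corrected for. No biological explanation was tested.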
